A study of Mus musculus with 4 samples. Its data were reported in "A CSF-1R-blocking antibody/IL-10 fusion protein increases anti-tumor immunity by effectuating tumor-resident CD8+ T cells" (2023).

How the data were processed

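Bulk RNA-seq was made from CD45-negative cells of orthotopic oral tumours in C57BL/6 mice. There were 4 libraries, 1 for each of control, IL-10-Fc, anti-CSF1R and BF10. The control sample is labelled as isotype (IgG1-Fc), and the paper calls this group control IgG. Treatment started at a tumour size of 100 mm3. The labels of the samples give 6 doses and the description of the series gives 4, and whether a library pooled several mice is not stated. The sample titles name the cells Q1-2 and the growth protocol names the parental line MTC-Q1. Per the labels, RNA was extracted with Trizol and libraries were made with a stranded poly(A) kit.

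The deposited values are a normalized signal: the authors estimated gene counts with STAR 2.7.5a and RSEM 1.3.3 and divided them by a DESeq2 1.30.0 size factor per library, without a log transform and without a filter on low values. Every value was a whole multiple of its library's smallest value above 0. Division by that step gave whole numbers for 100% of values within 0.1 read, and for 100% of values of up to 100 reads within 0.001 read. These numbers are RSEM estimates, called reads here. Counting intervals on them leave out error in sharing reads among similar genes. The size factors so recovered were 1.02 (control), 1.07 (IL-10-Fc), 1.00 (anti-CSF1R) and 0.938 (BF10). The table held 55401 genes, of which 25582 were at 0 in every library, and 0 columns of other samples. Recovered totals ran from 24506192 to 27420560 reads, and mitochondrial genes took 1.13% (control), 1.07% (IL-10-Fc), 1.13% (anti-CSF1R) and 1.12% (BF10) of reads.

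Gene positions and transcript lengths came from the GENCODE M21 annotation of GRCm38, in which 55141 of 55401 Ensembl IDs (99.5%) were found. The study gives release GRCm38.101 for its RNA-seq of whole tumour tissue and names no release for these libraries, so positions are those of the matching IDs. Of the genes analysed, 15173 (99.9%) had a transcript length, taken as the longest annotated transcript. The symbol was repeated for 110 genes, which were kept apart by ID.

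Ratios between libraries were computed as log2((a + 5)/(b + 5)) on the deposited values for the 15189 genes with a mean over the 4 libraries of at least 10. Folds in the text are plain ratios of the deposited values. Their 95% intervals are exact conditional binomial (Clopper-Pearson) intervals on the recovered reads. Against a library with 0 reads a fold was computed with 3 reads in that library and is given as at least that fold, and no fold is given where both libraries had 3 reads or fewer. There was 1 library per group, so no test between treatments was made and no p-value is given. An additive model of the parts of BF10 would leave 1 residual degree of freedom, which takes any difference between the separate pairs as error, and was not fitted. Counts of genes at least 2-fold higher or lower are sizes. A count test on the reads of a pair of libraries, which compares those libraries and not the treatments, put 5498 genes higher and 5126 lower in the BF10 library than in the control library. For IL-10-Fc against control it put 3479 higher and 3333 lower, and for anti-CSF1R against control 3222 and 3986. For BF10 against IL-10-Fc it put 5733 and 5241, and for BF10 against anti-CSF1R 5748 and 5439.

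In all, 49 gene lists of pathways, cell types and technical signs were fixed before the data were examined, as were the measures, the filter, the comparisons and the rule for named genes. Of these lists, 3 hold genes that the study names for whole tumours, and the others were written from general knowledge. The gene sets that the study used for enrichment were not among the sources used here, so the lists of the same name stand in for them. A list's median log2 ratio was placed as a percentile among 10000 random lists of the same size matched on mean expression in 20 bins, a description of these libraries. A list stands apart at a percentile of at most 2.5 or at least 97.5 with at least 5 measured members, which 42 lists had. Random lists hold genes drawn separately, so a small shift shared by related genes can reach the extreme percentiles. In anti-CSF1R against control, 18 of 42 lists stood apart on the higher side and 8 on the lower side. Members at least 1.5-fold higher or lower were counted. Many leukocyte genes sit on several lists.

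Named genes were, for each comparison with control, the 10 highest and 10 lowest log2 ratios, and for BF10 against IL-10-Fc and against anti-CSF1R the 5 highest and 5 lowest, among genes with a mean of at least 50, without unnamed models, pseudogenes, small RNAs and receptor segments. To these were added up to 4 members per list with the largest absolute ratio in a comparison, and Ptprc, Csf1r, Csf1, Il34, Il10ra, Il10rb, H2-Ea and Xist. A gene named by the rule for 1 comparison may be quoted in another, and examples of genes higher or lower in both separate pairs were chosen after their values were seen. Genes that share reads with near-identical copies are named as uncertain. These include Dcpp genes, haemoglobin genes, granzyme genes, H2-Q genes, Gsta1, Gsta2, Ccl21a, Pagr1a and Fam177a.

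The alternatives tried were scaling to equal totals, TMM factors (trimming 30% of ratios and 5% of means) and upper quartile scaling, pseudocounts of 1 and 20, a mean of at least 50 (and 200 for correlations), correlations without the genes of cell type lists, no filter, a 1.5-fold threshold, the counting interval, the mean of members, lists without leukocyte genes and unmatched random lists. Those chosen after the data were seen were random lists matched on transcript length as well (10 bins), removal of the median trend with transcript length (50 bins), a filter without the BF10 library, and the counting interval with no fold threshold.

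The code was tested on simulated counts before use. For BF10 against control, in 15189 simulated genes, 94% of 50 genes changed 3-fold and 98% of 50 genes changed 4-fold were found at least 2-fold apart, as were 36% of 50 genes changed 2-fold. The counting interval held the true ratio for 95.7% of genes. A list raised 1.5-fold reached percentile 100 and an unchanged list 35.0, and 44 unchanged genes passed 2-fold. In the other comparisons the unchanged list lay between percentiles 9.45 and 92.65. The simulated counts held Poisson error only, without spread between tumours, so these rates cover counting error alone. Analyses used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures matplotlib 3.10.9.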

Results

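The data are 4 bulk RNA-seq libraries of CD45-negative cells from orthotopic oral tumours grown in C57BL/6 mice from Q1-2 cells, a subline of the mouse oral cancer line MTC-Q1. Each library stands for 1 treatment: a control labelled as isotype (IgG1-Fc), IL-10-Fc, anti-CSF1R or BF10. IL-10-Fc is interleukin-10 joined to an antibody Fc part. Anti-CSF1R is an antibody against CSF1R, the receptor that macrophages need for survival. BF10 is a fusion protein that joins an anti-CSF1R antibody to interleukin-10. Tumours were dissociated, dead cells were removed, and CD45-positive leukocytes were drawn off with magnetic beads. With 1 library per group there was no replicate check on any difference, so every value below describes these libraries. Recovered read totals were 25522268 in the control library, 27420560 in the IL-10-Fc library, 24506192 in the anti-CSF1R library and 26078204 in the BF10 library. Ranges in brackets after a fold are 95% counting intervals, which cover counting error only.

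All 4 libraries had many reads of the mesenchymal gene Vim and few of leukocyte genes. The pan-leukocyte list had the most reads in the anti-CSF1R library. The macrophage and monocyte list and the neutrophil list had the most in the BF10 library (2398 and 2689). Vim, an intermediate filament gene of mesenchymal cells, had 47746 reads in the control library, while the keratin genes Krt5 and Krt14 had at most 31 reads in any library. The wound keratin gene Krt16 had 145 reads in the control and 541 in the BF10 library, and the squamous epithelium list as a whole 4949 and 3622. Ptprc, which encodes CD45, was counted at 21.6 normalized reads in the control library, 52.1 in the IL-10-Fc library, 224 in the anti-CSF1R library and 25.6 in the BF10 library. The 20 genes of the pan-leukocyte list together had 1047 reads in the control, 1357 in the IL-10-Fc, 2697 in the anti-CSF1R and 1524 in the BF10 library. Csf1r itself had 2 reads in the control library, 3 in the IL-10-Fc library, 2 in the anti-CSF1R library and 0 in the BF10 library, too few for a fold. Its ligand gene Csf1 was abundant, at 3061 normalized reads in the control library and 1.25-fold higher (1.19 to 1.31) in the BF10 library, and the second ligand gene Il34 stood at 438 in the control and 388 in the BF10 library. The interleukin-10 receptor gene Il10rb had 1373 normalized reads in the control and 1789 in the BF10 library, and Il10ra had 3 reads in the control and 51 in the anti-CSF1R library.

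The comparison of BF10 with control asks which transcripts of the non-leukocyte compartment differ when both parts of the fusion protein are given. In the BF10 library, genes of antigen presentation through MHC class II, interferon-gamma response genes, endothelial genes, salivary gland genes, nuclear-encoded respiratory chain genes and ribosomal protein genes stood higher than in the control library. Immediate-early genes, which respond within minutes to stress, and many genes with long transcripts stood lower. H2-Ab1 (ENSMUSG00000073421, chromosome 17, 34257689 to 34269419), a beta chain of the MHC class II molecule, was 3.53-fold higher (3.25 to 3.84) in the BF10 library, and Cd74 (ENSMUSG00000024610, chromosome 18, 60803848 to 60812652), the invariant chain that escorts class II molecules, was 2.91-fold higher (2.81 to 3.004). Fosb, a subunit of the AP-1 transcription factor, was 22.8-fold lower (20.7 to 25.3).

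In the MHC class II presentation list, 10 of its 11 measured members were at least 1.5-fold higher, 0 at least 1.5-fold lower and 1 between (median log2 ratio 1.52, percentile 100). H2-Eb1, another class II beta chain, was 3.14-fold higher (2.95 to 3.35) and H2-DMb2, part of the peptide-loading catalyst, was 3.97-fold higher (1.86 to 9.44). Summed over the list, class II reads were 2.46-fold higher in the BF10 library (2.42 to 2.51). In the MHC class I presentation list, 12 of its 21 measured members were at least 1.5-fold higher, 1 at least 1.5-fold lower and 8 between (median log2 ratio 0.61, percentile 99.935). The non-classical class I gene H2-T23 was 4.25-fold higher (2.99 to 6.18) and the immunoproteasome gene Psmb9 was 2.09-fold higher (1.99 to 2.19). H2-Q6 was 2.75-fold higher (2.003 to 3.81), a value that near-identical H2-Q copies make uncertain.

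In the interferon-gamma response list, 58 of its 125 measured members were at least 1.5-fold higher, 12 at least 1.5-fold lower and 55 between (median log2 ratio 0.50, percentile 100). Serping1, the C1 inhibitor of complement, was 6.54-fold higher (5.33 to 8.09), whereas Ptgs2, the inducible prostaglandin synthase, was 6.05-fold lower (5.55 to 6.60) and Cfh, complement factor H, was 4.25-fold lower (3.61 to 5.02). The interferon-alpha response list stood less far from the other genes: 29 of its 96 measured members were at least 1.5-fold higher, 14 at least 1.5-fold lower and 53 between (median log2 ratio 0.29, percentile 98.7). The 3 members furthest from control were lower, namely the RNA sensor gene Ddx60, 3.65-fold lower (3.30 to 4.04), the double-stranded RNA kinase gene Eif2ak2, 3.53-fold lower (3.16 to 3.96), and Parp14, 3.42-fold lower (3.21 to 3.64). The interferon-alpha list fell inside the central range, at percentile 88.8, once random lists were matched on transcript length as well, but stood apart at percentile 99.8 with the median trend with length removed. For the inflammatory response list, 31 of its 128 measured members were at least 1.5-fold higher, 23 at least 1.5-fold lower and 74 between (median log2 ratio 0.14, percentile 94.7), so the list did not stand apart from random lists matched on expression. Its members went both ways, with the lymphatic glycoprotein gene Pdpn 6.72-fold higher (3.42 to 14.7) and the transcription factor gene Klf6 5.81-fold lower (5.51 to 6.13). With transcript length added to the matching its percentile was 98.9, and with the length trend removed 98.95.

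In the reactive oxygen species pathway list, 13 of its 47 measured members were at least 1.5-fold higher, 1 at least 1.5-fold lower and 33 between (median log2 ratio 0.39, percentile 99.86). The secreted peroxidase gene Gpx3 was 3.17-fold higher (2.22 to 4.62), Pdlim1 was 2.84-fold higher (1.83 to 4.52) and the tyrosine kinase gene Fes was 3.08-fold higher (1.60 to 6.32), while Junb, an AP-1 subunit, was 2.40-fold lower (2.34 to 2.46). With transcript length added to the matching, the list was at percentile 90.4, and with the length trend removed at 75.9, so it no longer stood apart. In the oxidative phosphorylation list, 27 of its 48 measured members were at least 1.5-fold higher, 0 at least 1.5-fold lower and 21 between (median log2 ratio 0.67, percentile 100), with Atp5e, a small subunit of ATP synthase, 2.43-fold higher (2.31 to 2.55). Removal of the length trend lowered the median of this list to 0.28 (percentile 99.28). In the list of cytosolic ribosomal proteins, 33 of its 37 measured members were at least 1.5-fold higher, 0 at least 1.5-fold lower and 4 between (median log2 ratio 0.78, percentile 100), with Rpl14 2.30-fold higher (2.25 to 2.35) and Rplp2 2.23-fold higher (2.18 to 2.28), and the median was 0.35 (percentile 99.44) with the length trend removed. All ribosomal protein genes together took 8.18% of reads in the BF10 library and 5.39% in the control library. Nrf2 targets, which detoxify electrophiles, stood at a median log2 ratio of 0.44 (percentile 99.33, 8 of 24 members at least 1.5-fold higher and 1 lower), with the glutathione transferase gene Gsta4 2.94-fold higher (2.74 to 3.16). Matching on transcript length put the Nrf2 list at percentile 79.5, and removal of the length trend at 99.96.

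Stromal and other cell type markers also differed. In the endothelium list, 15 of its 21 measured members were at least 1.5-fold higher, 0 at least 1.5-fold lower and 6 between (median log2 ratio 0.98, percentile 100), with the tight junction gene Cldn5 5.78-fold higher (3.30 to 10.8), the clotting factor carrier gene Vwf 3.46-fold higher (2.48 to 4.91) and the lymphatic receptor gene Flt4 3.32-fold higher (2.18 to 5.20). In the fibroblast list, 10 of its 20 measured members were at least 1.5-fold higher, 3 at least 1.5-fold lower and 7 between (median log2 ratio 0.58, percentile 99.99). Pi16, a marker of adventitial fibroblasts, was 9.18-fold higher (7.51 to 11.3) and Clec3b was 24.4-fold higher (9.20 to 91.4). Summed over the fibroblast list, reads were fewer in the BF10 library, 34249 against 39591 in the control library. In the salivary gland list, 9 of its 11 measured members were at least 1.5-fold higher, 2 at least 1.5-fold lower and 0 between (median log2 ratio 1.60, percentile 100), with the mucin gene Muc5b 9.29-fold higher (5.76 to 15.8). The gland genes Dcpp1, Dcpp2 and Dcpp3 share reads, so their separate values are uncertain. In the chemokine list, 13 of its 22 measured members were at least 1.5-fold higher, 2 at least 1.5-fold lower and 7 between (median log2 ratio 0.69, percentile 100). Ccl21a, a lymphoid homing chemokine with near-identical copies, was 20.9-fold higher (12.9 to 36.3) and the epithelial chemokine gene Cxcl14 was 7.43-fold higher (4.22 to 14.1), and without the length trend the list's median was 0.32 (percentile 99.76). Genes of T and NK cells stood at a median log2 ratio of 1.19 (percentile 100, 10 of 15 members at least 1.5-fold higher and 0 lower), with the cytotoxic protease gene Gzmb 8.39-fold higher (6.97 to 10.2) and the cytotoxic granule gene Nkg7 8.02-fold higher (4.12 to 17.4), while Ptprc was 1.18-fold higher (0.635 to 2.21). The pan-leukocyte list had a median log2 ratio of 0.67 (percentile 100, 10 of 19 members at least 1.5-fold higher and 0 lower). Neutrophil-list genes had a median log2 ratio of 1.45 (percentile 100, 5 of 7 members at least 1.5-fold higher and 0 lower), and a median of 0.94 with the length trend removed. Lcn2, a siderophore-binding protein made by neutrophils and by epithelium, was 4.80-fold higher (4.26 to 5.42).

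**Figure D1:**
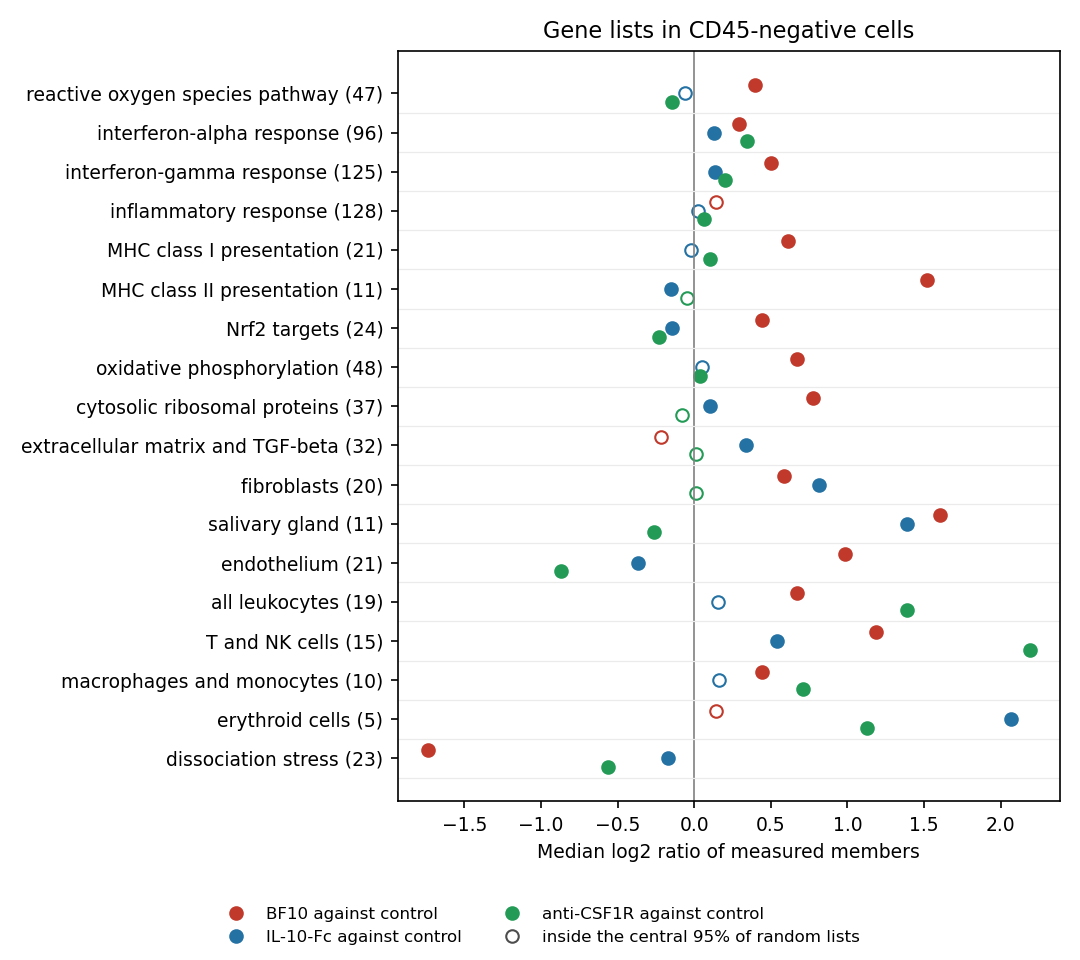
The median log2 ratio against the control library (horizontal axis) is shown for 18 gene lists (vertical axis, number of measured members in brackets) in the BF10 (red), IL-10-Fc (blue) and anti-CSF1R (green) libraries. Filled points lie outside the central 95% of random lists matched on expression. The MHC class II median is 1.52 for BF10 and -0.15 for IL-10-Fc.

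The genes with the lowest BF10 ratios were mostly immediate-early genes and genes with long transcripts. In the dissociation stress list, 3 of its 23 measured members were at least 1.5-fold higher, 14 at least 1.5-fold lower and 6 between (median log2 ratio -1.74, percentile 0). Its 15 immediate-early members had a median log2 ratio of -2.71, with 14 at least 1.5-fold lower, and its 8 heat-shock members a median of 0.25. Fos was 14.8-fold lower (14.1 to 15.6) and Egr1, an early growth response transcription factor gene, was 12.3-fold lower (11.6 to 13.05). Malat1, a long nuclear non-coding RNA, was 14.7-fold lower (13.3 to 16.4), Nfat5, the tonicity-response transcription factor gene, was 12.8-fold lower (11.8 to 13.9), and the histone methyltransferase gene Kmt2c was 11.8-fold lower (9.73 to 14.5). Xist, the RNA that coats the inactive X chromosome, was 5.61-fold lower (3.03 to 11.4). Across 15173 genes, the log2 ratio was lower for genes with a greater length of the longest annotated transcript (Spearman's rho -0.48, across genes, which are not independent replicates). In 5 length groups of equal size, the median log2 ratio was 0.44 in the group with the shortest transcripts and -0.57 in the group with the longest. The same rho was -0.13 for IL-10-Fc and -0.06 for anti-CSF1R.

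By size, 570 of 15189 genes were at least 2-fold higher and 1895 at least 2-fold lower in the BF10 library than in the control library. With the median trend with transcript length removed, 477 were higher and 1439 lower, of which 331 and 1177 were among the same genes. Of 42 lists with at least 5 measured members, 23 stood apart on the higher side, and 16 of these also did so under both settings that allow for transcript length. The 7 others were the reactive oxygen species, interferon-alpha, complement, unfolded protein response, Nrf2, skeletal muscle and macrophage and monocyte lists.

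**Figure D2:**
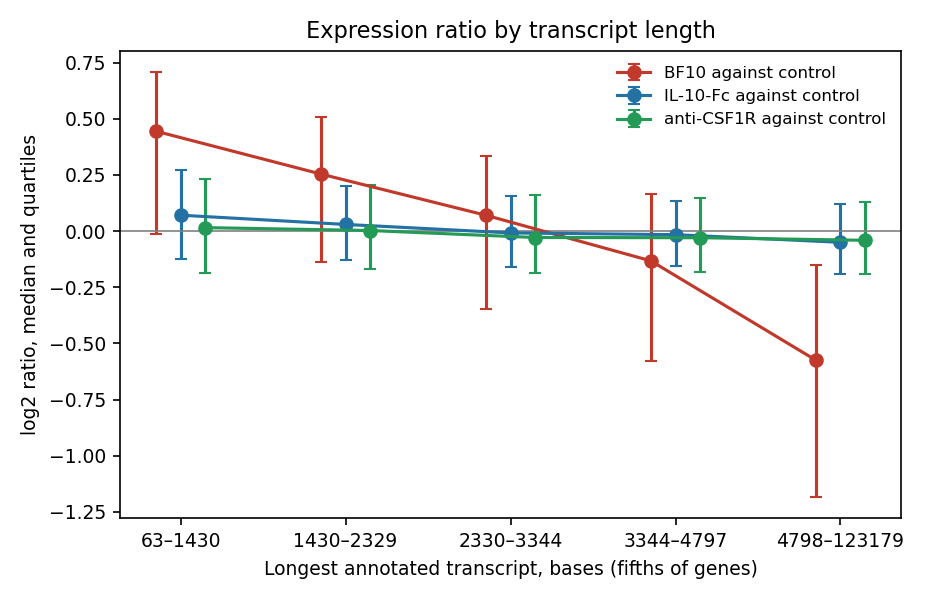
The log2 ratio against the control library (vertical axis) is shown for genes sorted into 5 groups of equal size by the length of their longest annotated transcript in bases (horizontal axis). Points are medians and bars run from the lower to the upper quartile of genes. The BF10 medians go from 0.44 to -0.57, whereas the anti-CSF1R medians go from 0.02 to -0.04.

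The comparison of IL-10-Fc with control shows interleukin-10 without CSF1R blockade. Fibroblast, salivary gland and haemoglobin genes and 14 of 32 matrix-list genes stood higher in the IL-10-Fc library. The endothelial list had a lower median, with 5 of 21 members at least 1.5-fold lower. The MHC class II list had a slightly lower median, with 0 of 11 members at least 1.5-fold lower. Pi16 (ENSMUSG00000024011, chromosome 17, 29317680 to 29330593) was 7.48-fold higher (6.12 to 9.23) and Eln (ENSMUSG00000029675, chromosome 5, 134702593 to 134747323), the gene of elastin, was 6.72-fold higher (5.31 to 8.60). Igfbp5, an insulin-like growth factor binding protein made by stromal cells, was 10.5-fold higher (8.95 to 12.3). Hbb-bs, an adult beta-globin gene with near-identical copies, was 28.3-fold higher (14.7 to 62.5), at 8.85 normalized reads in the control and 250.3 in the IL-10-Fc library.

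In the fibroblast list, 14 of its 20 measured members were at least 1.5-fold higher, 0 at least 1.5-fold lower and 6 between (median log2 ratio 0.81, percentile 100), with the collagen-binding proteoglycan gene Lum 7.75-fold higher (4.59 to 13.95) and the fibril-associated collagen gene Col14a1 5.94-fold higher (4.08 to 8.92). In the extracellular matrix and TGF-beta list, 14 of its 32 measured members were at least 1.5-fold higher, 1 at least 1.5-fold lower and 17 between (median log2 ratio 0.34, percentile 100). Loxl1, which crosslinks elastin, was 6.70-fold higher (4.35 to 10.7) and Col1a2, a chain of type I collagen, was 3.55-fold higher (3.22 to 3.91). Summed over the matrix list, reads were fewer in the IL-10-Fc library, 160247 against 163256 in the control library. In the salivary gland list, 8 of its 11 measured members were at least 1.5-fold higher, 0 at least 1.5-fold lower and 3 between (median log2 ratio 1.39, percentile 100), with the saliva protein gene Bpifa2 12.3-fold higher (3.91 to 62.2). Erythroid genes stood at a median log2 ratio of 2.07 (percentile 100, 4 of 5 members at least 1.5-fold higher and 0 lower). Their summed reads, 1305 against 792 in the control library, lay closer together than that median. Gas6, the ligand of the receptor AXL, was 6.24-fold higher (3.61 to 11.6) and the fibronectin-domain gene Fndc1 was 6.71-fold higher (4.28 to 11.01).

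Endothelial genes had a median log2 ratio of -0.37 (percentile 0.01, 1 of 21 members at least 1.5-fold higher and 5 lower). The vascular growth factor receptor genes Flt1 and Kdr were 2.38-fold lower (1.65 to 3.47) and 2.27-fold lower (1.55 to 3.37). The MHC class II list stood at a median log2 ratio of -0.15 (percentile 2.13, 1 of 11 members at least 1.5-fold higher and 0 lower). Interferon-gamma response genes had a median log2 ratio of 0.14 (percentile 100, 9 of 125 members at least 1.5-fold higher and 1 lower), and interferon-alpha response genes a median log2 ratio of 0.13 (percentile 100, 2 of 96 members at least 1.5-fold higher and 0 lower). The reactive oxygen species list, at a median log2 ratio of -0.06 (percentile 2.63, 3 of 47 members at least 1.5-fold higher and 1 lower), and the inflammatory response list, at a median log2 ratio of 0.02 (percentile 78.5, 10 of 128 members at least 1.5-fold higher and 5 lower), stayed inside the central range. With transcript length in the matching the reactive oxygen species list stood apart on the lower side, at percentile 0.415, as it did with the length trend removed, at 0.65. Chemokines had a median log2 ratio of 0.44 (percentile 100, 8 of 22 members at least 1.5-fold higher and 0 lower), with Cxcl14 5.000-fold higher (2.80 to 9.59) and the neutrophil attractant gene Cxcl2 3.27-fold higher (1.74 to 6.62). T and NK cell genes had a median log2 ratio of 0.54 (percentile 100, 7 of 15 members at least 1.5-fold higher and 0 lower), and Ptprc was 2.41-fold higher (1.45 to 4.14). Dissociation stress genes had a median log2 ratio of -0.17 (percentile 0, 2 of 23 members at least 1.5-fold higher and 3 lower). Lower genes included Igfbp3, 2.46-fold lower (2.01 to 3.02), and Btg2, an antiproliferative early-response gene, 2.16-fold lower (2.06 to 2.27). Pagr1a and Fam177a were 8.83-fold lower (5.54 to 14.8) and 3.19-fold lower (2.40 to 4.29), and both share sequence with a near-identical copy.

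In all, 296 of 15189 genes were at least 2-fold higher and 119 at least 2-fold lower in the IL-10-Fc library. Leaving the BF10 library out of the expression filter gave 286 and 115.

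**Figure D3:**
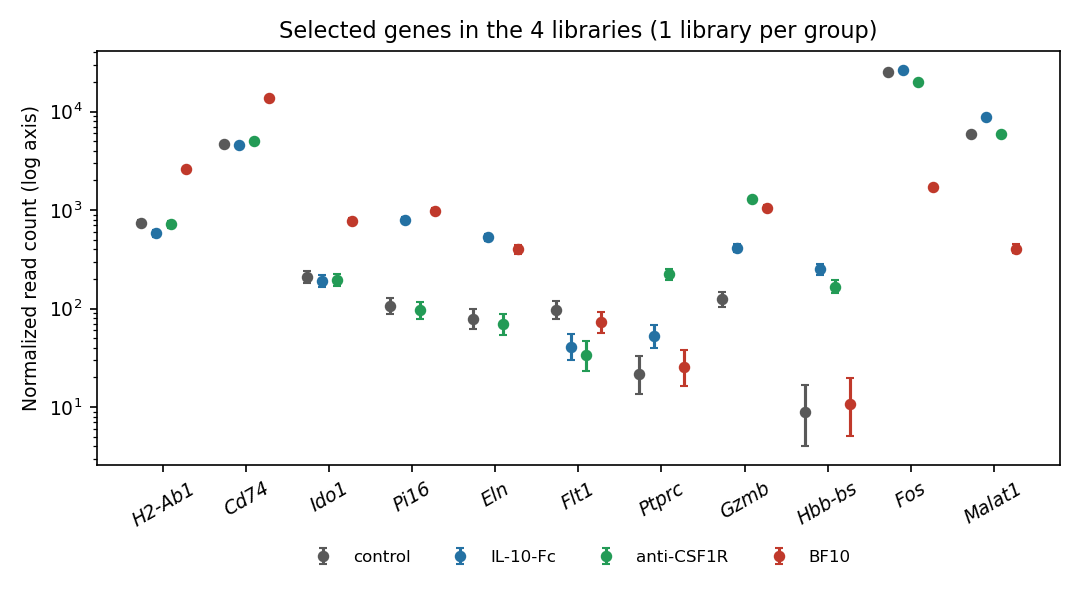
Normalized read counts (vertical log axis) are shown for 11 genes in the control (grey), IL-10-Fc (blue), anti-CSF1R (green) and BF10 (red) libraries, 1 library per group. Bars are 95% Poisson intervals of the reads. H2-Ab1 stands at 2617 in the BF10 library against 741 in the control library, and Ptprc at 224 in the anti-CSF1R library.

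The comparison of anti-CSF1R with control shows CSF1R blockade without interleukin-10. Genes of cytotoxic lymphocytes and other leukocytes stood higher in the anti-CSF1R library despite the bead step, and endothelial genes stood lower. The interferon response and cholesterol synthesis lists had higher medians, with most members within 1.5-fold. Gzmb (ENSMUSG00000015437, chromosome 14, 56258838 to 56262260) was 10.3-fold higher (8.55 to 12.4) and Ptprc (ENSMUSG00000026395, chromosome 1, 138062861 to 138175708) was 10.3-fold higher (6.67 to 16.8). Plvap, a protein of fenestrated endothelium, was 3.01-fold lower (2.29 to 3.98). Nppb, which encodes a natriuretic peptide, was 8.95-fold lower (5.41 to 15.8).

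In the T and NK cell list, 12 of its 15 measured members were at least 1.5-fold higher, 0 at least 1.5-fold lower and 3 between (median log2 ratio 2.19, percentile 100). Prf1, the pore-forming protein of cytotoxic cells, was 7.02-fold higher (5.84 to 8.50), Nkg7 was 11.3-fold higher (5.94 to 24.3) and the NK receptor gene Klrb1c was 11.1-fold higher (5.15 to 28.6). Granzyme genes resemble each other, so the separate values of Gzmb and Gzmc (7.86-fold higher) are uncertain. In the pan-leukocyte list, 17 of its 19 measured members were at least 1.5-fold higher, 0 at least 1.5-fold lower and 2 between (median log2 ratio 1.39, percentile 100), with Cd52 7.36-fold higher (4.83 to 11.7) and the lymphocyte transcription factor gene Ikzf1 5.79-fold higher (3.03 to 12.2). Macrophage and monocyte genes had a median log2 ratio of 0.71 (percentile 100, 5 of 10 members at least 1.5-fold higher and 1 lower). The members with the largest ratios were the monocyte chemokine receptor gene Ccr2, 7.56-fold higher (4.67 to 12.9), and the signalling adaptor genes Tyrobp, 6.997-fold higher (4.54 to 11.2), and Fcer1g, 6.87-fold higher (4.22 to 11.8), of which the adaptors are shared with NK cells.

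In the interferon-alpha response list, 25 of its 96 measured members were at least 1.5-fold higher, 0 at least 1.5-fold lower and 71 between (median log2 ratio 0.34, percentile 100), with the antiviral GTPase gene Mx1 2.13-fold higher (1.94 to 2.33) and Epsti1 2.11-fold higher (1.85 to 2.42). Interferon-gamma response genes had a median log2 ratio of 0.20 (percentile 100, 19 of 125 members at least 1.5-fold higher and 2 lower). Its members with the largest ratios, Il10ra, Il2rb, 6.53-fold higher, and Irf8, 2.95-fold higher, are genes of leukocytes. The inflammatory response list had a median log2 ratio of 0.06 (percentile 99.88, 23 of 128 members at least 1.5-fold higher and 14 lower), which at a mean of at least 50 went to percentile 47.5 with a median of -0.03. Complement genes had a median log2 ratio of 0.33 (percentile 100, 10 of 30 members at least 1.5-fold higher and 2 lower), with the complement-shielding gene Cd55 6.13-fold higher (3.59 to 11.2). The reactive oxygen species list stood lower, at a median log2 ratio of -0.14 (percentile 0.18, 2 of 47 members at least 1.5-fold higher and 1 lower). In the cholesterol synthesis list, 2 of its 22 measured members were at least 1.5-fold higher, 0 at least 1.5-fold lower and 20 between (median log2 ratio 0.43, percentile 100), with the pathway enzyme genes Fdps 1.68-fold higher (1.60 to 1.76) and Mvd 1.61-fold higher (1.48 to 1.75).

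In the endothelium list, 0 of its 21 measured members were at least 1.5-fold higher, 14 at least 1.5-fold lower and 7 between (median log2 ratio -0.87, percentile 0), with Emcn 3.71-fold lower (1.66 to 9.36), Tie1 2.84-fold lower (1.74 to 4.78) and Flt1 2.88-fold lower (1.93 to 4.38). Myofibroblast and pericyte genes had a median log2 ratio of -0.35 (percentile 1.15, 1 of 9 members at least 1.5-fold higher and 3 lower), with the pericyte gene Rgs5 6.18-fold lower (2.13 to 24.4). Erythroid genes had a median log2 ratio of 1.13 (percentile 99.98, 3 of 5 members at least 1.5-fold higher and 0 lower), with Hbb-bs 18.9-fold higher (9.71 to 42.02). Summed over the erythroid list, reads were 952 against 792 in the control library. Nrf2 targets had a median log2 ratio of -0.23 (percentile 0, 0 of 24 members at least 1.5-fold higher and 1 lower). Dissociation stress genes had a median log2 ratio of -0.56 (percentile 0, 0 of 23 members at least 1.5-fold higher and 10 lower), with the transcription factor gene Egr2 3.23-fold lower (2.78 to 3.76). Igfbp7, an angiogenesis-linked secreted protein gene, was 3.62-fold lower (2.68 to 4.95). MHC class II genes had a median log2 ratio of -0.05 (percentile 43.8, 1 of 11 members at least 1.5-fold higher and 0 lower), and their summed reads stood at a ratio of 0.995 to control (0.974 to 1.02).

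In all, 378 of 15189 genes were at least 2-fold higher and 149 at least 2-fold lower in the anti-CSF1R library. Without the BF10 library in the expression filter the counts were 388 and 149. The 3 comparisons against control share the control library, so a chance value there enters each of them.

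The comparison of BF10 with IL-10-Fc asks what differs when the anti-CSF1R part is added to interleukin-10. MHC class II and endothelial genes stood higher in the BF10 library, along with oxidative stress and respiratory chain genes. Matrix, haemoglobin and immediate-early genes stood lower. H2-Ab1 was 4.49-fold higher (4.11 to 4.91), H2-Eb1 was 3.72-fold higher (3.49 to 3.97) and Plvap was 4.21-fold higher (3.46 to 5.14) in the BF10 library. Saa3, an acute-phase serum amyloid gene, was 7.71-fold higher (6.04 to 9.96). Fosb was 41.5-fold lower (37.6 to 45.8) and Hbb-bs was 23.5-fold lower (12.6 to 49.5).

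In the MHC class II list, 11 of its 11 measured members were at least 1.5-fold higher, 0 at least 1.5-fold lower and 0 between (median log2 ratio 1.59, percentile 100). In the reactive oxygen species list, 16 of its 47 measured members were at least 1.5-fold higher, 2 at least 1.5-fold lower and 29 between (median log2 ratio 0.46, percentile 99.99), with the ferritin light chain gene Ftl1 2.48-fold higher (2.46 to 2.51) and the mitochondrial superoxide dismutase gene Sod2 2.15-fold higher (2.05 to 2.26). With the length trend removed, this list had a median log2 ratio of 0.23 and percentile 97.2, and no longer stood apart, while length in the matching left it at 99.28. Interferon-gamma response genes had a median log2 ratio of 0.36 (percentile 100, 44 of 125 members at least 1.5-fold higher and 15 lower). The interferon-alpha list, with a median log2 ratio of 0.17 (percentile 57.5, 22 of 96 members at least 1.5-fold higher and 19 lower), and the inflammatory list, with a median log2 ratio of 0.15 (percentile 93.4, 25 of 128 members at least 1.5-fold higher and 25 lower), did not stand apart. The inflammatory list did so with length in the matching (percentile 98.14), with the length trend removed (98.62) and with no filter (98.9). Oxidative phosphorylation genes had a median log2 ratio of 0.61 (percentile 100, 28 of 48 members at least 1.5-fold higher and 0 lower), and a median of 0.26 with the length trend removed. Nrf2 targets had a median log2 ratio of 0.64 (percentile 100, 13 of 24 members at least 1.5-fold higher and 1 lower), with the haem oxygenase gene Hmox1 2.65-fold higher (2.57 to 2.73).

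In the endothelium list, 20 of its 21 measured members were at least 1.5-fold higher, 0 at least 1.5-fold lower and 1 between (median log2 ratio 1.26, percentile 100). In the extracellular matrix list, 0 of its 32 measured members were at least 1.5-fold higher, 17 at least 1.5-fold lower and 15 between (median log2 ratio -0.61, percentile 0.01), among them the proteoglycan gene Vcan, 3.41-fold lower (2.52 to 4.69), and Postn, a matricellular protein gene, 2.93-fold lower (2.44 to 3.53). With transcript length added to the matching the matrix list was at percentile 3.77, and with the length trend removed at 0.49. Neutrophil-list genes had a median log2 ratio of 1.64 (percentile 100, 5 of 7 members at least 1.5-fold higher and 0 lower), T and NK cell genes a median log2 ratio of 0.51 (percentile 99.72, 7 of 15 members at least 1.5-fold higher and 1 lower) that was 0.32 with the length trend removed, and dissociation stress genes a median log2 ratio of -1.55 (percentile 0, 2 of 23 members at least 1.5-fold higher and 14 lower). Pagr1a was 20.8-fold higher (13.3 to 34.4), a value that a near-identical copy makes uncertain, and Pcp4, a calmodulin regulator gene, was 9.57-fold higher (6.69 to 14.1). Malat1 was 21.7-fold lower (19.6 to 24.1). In all, 446 of 15189 genes were at least 2-fold higher and 2118 at least 2-fold lower, and the correlation of the ratio with transcript length across genes was -0.42 (Spearman's rho). With the length trend removed, 381 were higher and 1820 lower.

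The comparison of BF10 with anti-CSF1R asks what differs when interleukin-10 is joined to CSF1R blockade. Endothelial, MHC class II and salivary gland genes and 10 of 20 fibroblast-list genes stood higher in the BF10 library. Pan-leukocyte and haemoglobin genes and 8 of 15 T and NK cell-list genes stood lower. The interferon-alpha response list had a lower median, but its members went both ways. Cldn5 was 14.3-fold higher (6.28 to 40.1), Plvap was 7.21-fold higher (5.62 to 9.37), H2-Ab1 was 3.65-fold higher (3.36 to 3.97) and Pi16 was 10.1-fold higher (8.19 to 12.6). Ptprc was 8.75-fold lower (5.73 to 13.9). Muc5b, at 3 reads in the anti-CSF1R library, was 58.2-fold higher (19.6 to 285), and Dcpp3, at 0 reads there, was at least 37.8-fold higher when set against 3 reads.

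In the endothelium list, 20 of its 21 measured members were at least 1.5-fold higher, 0 at least 1.5-fold lower and 1 between (median log2 ratio 1.79, percentile 100). In the MHC class II list, 8 of its 11 measured members were at least 1.5-fold higher, 0 at least 1.5-fold lower and 3 between (median log2 ratio 1.43, percentile 100), with the class II transactivator gene Ciita 2.77-fold higher (2.26 to 3.40). Fibroblast genes had a median log2 ratio of 0.61 (percentile 99.99, 10 of 20 members at least 1.5-fold higher and 4 lower), myofibroblast and pericyte genes a median log2 ratio of 0.90 (percentile 99.915, 6 of 9 members at least 1.5-fold higher and 1 lower), and salivary gland genes a median log2 ratio of 1.14 (percentile 100, 7 of 11 members at least 1.5-fold higher and 2 lower). Summed over the fibroblast list, reads were fewer in the BF10 library, 34249 against 43585 in the anti-CSF1R library. The smooth muscle actin gene Acta2 was 3.18-fold higher (2.38 to 4.29). In the T and NK cell list, 1 of its 15 measured members was at least 1.5-fold higher, 8 at least 1.5-fold lower and 6 between (median log2 ratio -0.76, percentile 2.105), with Klrb1c 7.19-fold lower (3.71 to 15.6). Summed reads of this list, 5307 in the BF10 and 5750 in the anti-CSF1R library, lay closer together than that median. The pan-leukocyte list had a median log2 ratio of -0.74 (percentile 2.38, 0 of 19 members at least 1.5-fold higher and 12 lower). The neutrophil list went the other way, with a median log2 ratio of 0.77 (percentile 99.62, 4 of 7 members at least 1.5-fold higher and 0 lower), and was at percentile 98.92 with transcript length in the matching and 95.975 with the length trend removed. Interferon-alpha response genes had a median log2 ratio of -0.11 (percentile 0.03, 15 of 96 members at least 1.5-fold higher and 22 lower), and interferon-gamma response genes, with a median log2 ratio of 0.22 (percentile 91.1, 43 of 125 members at least 1.5-fold higher and 20 lower), did not stand apart. The reactive oxygen species list had a median log2 ratio of 0.45 (percentile 99.85, 16 of 47 members at least 1.5-fold higher and 3 lower), and stood at percentile 94.0 with transcript length in the matching and 82.8 with the length trend removed. Oxidative phosphorylation genes had a median log2 ratio of 0.63 (percentile 100, 32 of 48 members at least 1.5-fold higher and 0 lower). That list no longer stood apart with transcript length in the matching (77.3) or with the length trend removed (89.7). Dissociation stress genes had a median log2 ratio of -0.71 (percentile 0, 6 of 23 members at least 1.5-fold higher and 12 lower). Rgs1, a regulator of G protein signalling found in lymphocytes, was 25.4-fold lower (11.4 to 70.1), and Xist was 16.4-fold lower (9.20 to 32.3). In all, 661 of 15189 genes were at least 2-fold higher and 2236 at least 2-fold lower, with a rho to transcript length of -0.41. With the length trend removed, 588 were higher and 1817 lower.

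The 4 treatments form a layout with and without each part of BF10. Libraries with and without a part can thus be compared in separate pairs that share none. Each pair has a single library on each side and does not isolate the effect of a part. The paper also saw serum levels of BF10 and IL-10-Fc change in different patterns. For the interleukin-10 part, set as IL-10-Fc against control and as BF10 against anti-CSF1R, fibroblast and salivary gland genes were among those higher in both pairs. Of the 101 genes at least 2-fold higher in both, where 12.9 would be expected if the pairs were independent, 7 belonged to the fibroblast list, 6 to the salivary gland list, 5 to the matrix list, 3 to the chemokine list and 3 to the skeletal muscle list. They included Pi16, 7.48-fold higher and 10.1-fold higher, Eln, 6.72-fold higher and 5.74-fold higher, and Gas6, 6.24-fold higher and 14.6-fold higher. Of the other genes, 22 were at least 2-fold lower in both pairs (17.5 if independent) and 104 went opposite ways (48.8 if independent). Across all 15189 genes the ratios of the pairs were close to uncorrelated (Pearson's r -0.02, Spearman's rho -0.05). The salivary gland list had few reads in any library. It had 461 in the control, 996 in the IL-10-Fc, 551 in the anti-CSF1R and 890 in the BF10 library. The tissue source of the salivary gland and skeletal muscle reads was not tested.

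For the anti-CSF1R part, set as anti-CSF1R against control and as BF10 against IL-10-Fc, 41 genes were at least 2-fold higher in both pairs (11.1 if independent). They included the cytotoxic genes Gzmb, 10.3-fold higher and 2.52-fold higher, and Nkg7, 11.3-fold higher and 3.53-fold higher, and the acute-phase genes Hp, 3.26-fold higher and 3.18-fold higher, and Saa3, 2.13-fold higher and 7.71-fold higher. Of the 41 genes, 3 belonged to the pan-leukocyte list and 2 to the T and NK cell list. Carried-over leukocytes may be the source of these. The 24 genes at least 2-fold lower in both (20.8 if independent) included the early-response genes Egr2, Btg2 and Atf3, all on the dissociation stress list. Btg2 was at least 2-fold lower in both pairs of the interleukin-10 part too. For these genes a difference in handling cannot be told apart from treatment. Another 98 genes went opposite ways (57.1 if independent). Across all genes Pearson's r was -0.05 and Spearman's rho -0.09. Each part has a single pair of libraries with the other part and a single pair without, so neither sharing nor opposition was tested.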

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

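These results stand out because the ratio between libraries differing in a part of BF10 had opposite signs with and without the other part. The list median differed by at least 25% on each side. That threshold was set after the medians were seen, and the differences themselves were not tested, since each side is a single pair of libraries. It picked 6 patterns in 4 lists. For any gene, the difference between the pairs is the same for both parts, because the same 4 libraries enter. The endothelial and erythroid lists, flagged for both parts, are therefore not separate findings for each part.

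For the interleukin-10 part, endothelial genes had a median log2 ratio of -0.37 in IL-10-Fc against control and 1.79 in BF10 against anti-CSF1R. Erythroid genes, with 5 measured members, went from 2.07 to -1.38 across the same pairs. Their summed reads lay closer together than these medians. They were 792 in the control, 1305 in the IL-10-Fc, 952 in the anti-CSF1R and 852 in the BF10 library. T and NK cell genes went from 0.54 to -0.76. Their summed reads in the second pair, 5307 in BF10 and 5750 in anti-CSF1R, lay closer together than that median.

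For the anti-CSF1R part, endothelial genes had a median log2 ratio of -0.87 in anti-CSF1R against control and 1.26 in BF10 against IL-10-Fc. Myofibroblast and pericyte genes went from -0.35 to 0.62, and erythroid genes from 1.13 to -2.32. The summed erythroid reads given above lay closer together than the erythroid medians here as well. Against the control library, the endothelial median was 0.98 in the BF10 library.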

How the results depend on the processing

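The 2 settings that allow for transcript length, the filter without the BF10 library and the counting interval with no fold threshold were chosen after the data were seen. No paired analysis was possible because each group has 1 library. Of 2529 gene list results under alternatives, 2353 kept their call, 84 moved inside the threshold, 83 moved past it and 9 reversed. Reversal was in the sign of the list's middle value or in the side on which it stood apart. Direction was not checked where a list stood apart under neither setting, so the 9 leave out sign changes among such lists. For example, the matrix list in BF10 against control went from a median log2 ratio of -0.22 to 0.17 with the length trend removed. For named genes, 352 of 400 values stayed within their counting interval, 48 moved and 0 reversed, and all 14 correlations between separate pairs moved by less than 0.1. Of 114 gene counts, 71 stayed within 1.5 times. Scaling to equal totals shifted the median log2 ratio of all genes by -0.15 (BF10 against control), -0.12 (BF10 against IL-10-Fc) and -0.19 (BF10 against anti-CSF1R), and upper quartile scaling by -0.12 (BF10 against IL-10-Fc), while no scaling moved the share of higher genes by more than 10 percentage points. Where no cause is given below, the cause was not tested. At this depth a gene near a mean of 10 has few reads in any library.

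Gene counts are given in the order BF10, IL-10-Fc and anti-CSF1R against control, then BF10 against IL-10-Fc and against anti-CSF1R. With a pseudocount of 20, which shrinks ratios of low genes, genes at least 2-fold higher numbered 319, 124, 184, 238 and 412, and genes lower in the IL-10-Fc and anti-CSF1R libraries against control 36 and 58. With a pseudocount of 1 these last were 201 and 238. With a mean of at least 50, which tests fewer genes, the higher genes numbered 269, 90, 121, 206 and 362, and those lower in the IL-10-Fc and anti-CSF1R libraries 26 and 51. With no filter, which tests more, the first 4 counts of higher genes were 887, 573, 669 and 688, and those lower in the IL-10-Fc and anti-CSF1R libraries 244 and 288. A 1.5-fold threshold gave 2228, 830, 1069, 2126 and 2608 higher and 3398, 480, 632, 3570 and 3836 lower. The counting interval with no fold threshold gave 5498, 3479, 3222, 5733 and 5748 higher and 5126, 3333, 3986, 5241 and 5439 lower. Scaling to equal totals gave 438 genes higher in BF10 against anti-CSF1R.

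Values for lists are percentiles. For BF10 against control the reactive oxygen species list moved to 90.4 with length in the matching and 75.9 with the length trend removed (median log2 ratio 0.16), and for BF10 against IL-10-Fc to 97.2 with the trend removed. The interferon-alpha list in BF10 against control moved to 95.3 at a mean of at least 50 and 88.8 with length in the matching, and stood apart at 99.8 with the trend removed. In IL-10-Fc against control the reactive oxygen species list stood apart on the lower side with length in the matching (0.415) and with the trend removed (0.65). The inflammatory list in BF10 against control stood apart with no filter (99.15), by the mean of members (99.15), with length in the matching (98.9) and with the trend removed (98.95), and in BF10 against IL-10-Fc with no filter (98.9), length in the matching (98.1) and the trend removed (98.6). Reversed results in anti-CSF1R against control were the inflammatory list (47.5) and squamous carcinoma epithelium (0.08) at a mean of at least 50, the salivary gland (58.9) and neutrophil (31.1) lists with no filter, and NF-kB and TNF targets by the mean of members (1.2). Mitochondrial transcripts reversed in BF10 against control with length in the matching (0.045) and the trend removed (1.64), and in BF10 against anti-CSF1R likewise (0.08 and 2.1).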

Other observations

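The tests of immediate-early and heat-shock genes, of the macrophage gain in the BF10 library, of macrophages or monocytes carried over into the anti-CSF1R library, of carried-over T and NK cells and of the endothelial share were chosen only after the results they address were seen. In the BF10 library against control, IL-10 and STAT3 targets had a median log2 ratio of 0.33 (percentile 98.85, 8 of 23 members at least 1.5-fold higher and 3 lower), while their summed reads were fewer, 38010 against 51534. Saa3 was 5.95-fold higher (4.75 to 7.51), the haptoglobin gene Hp was 3.76-fold higher (2.52 to 5.76) and Il1rn, the interleukin-1 receptor antagonist gene, was 8.13-fold higher (2.86 to 31.7). Junb, on the same list, was 2.40-fold lower. Without leukocyte-list members the percentile was 91.3. Checkpoint ligand genes had a median log2 ratio of 0.44 (percentile 98.97, 5 of 13 members at least 1.5-fold higher and 0 lower), with the tryptophan-degrading enzyme gene Ido1 3.70-fold higher (3.17 to 4.32). Genes of the expanded immune signature had a median log2 ratio of 0.97 (percentile 100, 6 of 10 members at least 1.5-fold higher and 0 lower). Genes of the CSF1 and IL-10 axis had a median log2 ratio of 0.35 (percentile 90.2, 2 of 6 members at least 1.5-fold higher and 0 lower), and NF-kB and TNF targets a median log2 ratio of 0.02 (percentile 37, 5 of 21 members at least 1.5-fold higher and 7 lower). Hypoxia and glycolysis genes had a median log2 ratio of 0.40 (percentile 98.05, 8 of 30 members at least 1.5-fold higher and 1 lower), unfolded protein response genes a median log2 ratio of 0.46 (percentile 99.28, 8 of 22 members at least 1.5-fold higher and 3 lower), and complement genes a median log2 ratio of 0.41 (percentile 99.64, 10 of 30 members at least 1.5-fold higher and 3 lower). The unfolded protein response list was at percentile 96.7 with transcript length in the matching and 98.59 with the length trend removed, and the complement list at 99.93 and 84.8, so neither stood apart under both settings. The stress gene Chac1 was 2.62-fold higher (2.28 to 3.001) and the sugar transporter gene Slc2a1 was 1.62-fold higher (1.55 to 1.69).

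Proliferation genes stood slightly higher in the IL-10-Fc library, at a median log2 ratio of 0.11 (percentile 99.89, 0 of 36 members at least 1.5-fold higher and 0 lower), and slightly lower in the anti-CSF1R library, at a median log2 ratio of -0.15 (percentile 0.35, 0 of 36 members at least 1.5-fold higher and 0 lower). In the BF10 library they had a median log2 ratio of 0.21 (percentile 66.4, 3 of 36 members at least 1.5-fold higher and 9 lower), with the cyclin gene Ccne1 3.28-fold higher (2.96 to 3.63) and the long kinetochore motor gene Cenpe 2.55-fold lower (2.33 to 2.80). Genes of the epithelial-mesenchymal transition had a median log2 ratio of -0.51 (percentile 0.965, 1 of 15 members at least 1.5-fold higher and 5 lower) against control, with the repressor genes Zeb2 3.65-fold lower (3.24 to 4.12) and Zeb1 2.84-fold lower (2.18 to 3.75). This list stood apart under neither setting that allows for transcript length, at percentile 6.29 with length in the matching and 21.4 with the length trend removed, where its median was -0.10. Squamous epithelium genes had a median log2 ratio of -0.08 (percentile 49.8, 4 of 19 members at least 1.5-fold higher and 4 lower), with the wound keratin gene Krt16 4.04-fold higher (3.36 to 4.89), and keratinizing epithelium genes a median log2 ratio of -0.16 (percentile 42.6, 1 of 8 members at least 1.5-fold higher and 2 lower), with the filaggrin gene Flg 29.2-fold lower (13.2 to 80.6). Skeletal muscle genes had a median log2 ratio of 0.48 (percentile 99.8, 7 of 18 members at least 1.5-fold higher and 4 lower), with the actin gene Acta1 18.4-fold higher (7.59 to 58.2). With the length trend removed this list was at percentile 97.02 and no longer stood apart, while length in the matching left it at 99.68. H2-Ea, which C57BL/6 mice do not express, had at most 11 reads.

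More genes were lower than higher in the BF10 library against the control library. Loss of long transcripts as the whole cause stays open, since neither the bound set for it nor the bound set against it was met. Rho to length was -0.48, so the length trend may account for part of the pattern. After the trend with transcript length was removed, the genes at least 2-fold lower were still 3.02 times those higher. That trend uses the longest annotated transcript, so its removal may leave part of a length effect. Longer handling before lysis, with decay of short-lived transcripts, stays open, as 40 short-lived transcripts had a median log2 ratio of -0.51 with the trend removed, between the bounds set for and against it. Handling that let immediate-early transcripts fade while heat-shock transcripts built up also stays open, with immediate-early genes at -2.71 and heat-shock genes at 0.25, short of the bound of 0.3. A treatment effect was not tested and cannot be told apart from handling of this library, since BF10 has a single library.

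Interferon-gamma, MHC class II, reactive oxygen species and oxidative phosphorylation lists stood higher in the BF10 library against control. Among random lists matched on expression and transcript length, the interferon-gamma list was at percentile 100, MHC class II at 100 and oxidative phosphorylation at 99.4. This argues against length as the whole cause for these lists in this comparison. The oxidative phosphorylation median still fell from 0.67 to 0.28 with the length trend removed. In BF10 against anti-CSF1R that list was at percentile 77.3 with length in the matching, so length may account for part of its position. The reactive oxygen species list was at 90.4 in BF10 against control, so length may account for its position. Macrophages that express C1q are argued against as the source of the class II reads. Csf1r and the C1q genes, at 6 reads in control and 22 in BF10, gained 0.00935 normalized reads (upper limit 0.0178) for each gained by H2-Ab1. Other macrophages are not covered, since Cd68 was 2.40-fold higher. The macrophage and monocyte list had a median log2 ratio of 0.44 (percentile 98.35, 4 of 10 members at least 1.5-fold higher and 1 lower). A larger endothelial share stays open, since summed class II reads stood at a ratio of 0.995 in the anti-CSF1R library, where endothelial genes were lower but leukocyte genes higher, and at 0.9197 (0.9002 to 0.9396) in the IL-10-Fc library, where endothelial genes were lower too. Induction of class II in non-leukocyte cells by BF10 stays an untested hypothesis. Differences between tumours and carried-over B or dendritic cells, which the CD45 beads should remove, also stay open. Ptprc was 1.18-fold higher (0.635 to 2.21), but the pan-leukocyte list had a median log2 ratio of 0.67 (10 of 19 members at least 1.5-fold higher and 0 lower). The B and plasma cell list had a median log2 ratio of -0.13 (percentile 44.9) and the dendritic cell list 0.32 (percentile 81.8). Their summed reads, 794 against 1765 in control and 18141 against 15808, may come largely from other cells. In control both sums were above the 1047 reads of the pan-leukocyte list.

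Leukocyte transcripts were higher in the anti-CSF1R library than in the control library. Macrophages or monocytes as a source stay open. Summed reads of Csf1r, the C1q genes, Adgre1 and Cd68 stood at a ratio of 0.962 (0.838 to 1.10), but Cd68 held 421 of the 429 control reads, and the macrophage and monocyte list had a median log2 ratio of 0.71 with Ccr2 7.56-fold higher and Ly6c2 3.81-fold higher. Carried-over T or NK cells may be the source, as their list had a median log2 ratio of 2.19 and Ptprc was 10.3-fold higher, although the CD45 bead step should remove them. Whether more such cells lay in these tumours or the beads left more behind was not tested.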
